A study of Mus musculus with 6 samples (transcriptomic, total RNA). Its data were reported in "RAC1P29S Induces a Mesenchymal Phenotypic Switch via Serum Response Factor to Promote Melanoma Development and Therapy Resistance" (2019).

How the data were processed

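Transcript levels were measured by mRNA sequencing in 6 cultures of mouse melanocytes, the pigment-producing cells of the skin. The labels placed 3 cultures in a wild-type group (Rac1 wt/wt: melan-a, melan-7 and melan-8) and 3 in a mutant group that carries 1 Rac1 allele with the P29S substitution at its own locus (melan-9, melan-12.1 and melan-12.6). Per the study's methods, melan-a is a cell line that became immortal spontaneously. The other cultures were grown from the skin of newborn mice that carry a tamoxifen-activated Cre recombinase under the tyrosinase promoter and floxed Trp53 alleles, and recombination was induced in culture. Keratinocyte feeder cells were present during the early months and were later withdrawn. The phorbol ester mitogen was removed the day before lysis. The wild-type group is therefore mixed in origin, and the gene numbers, panel shifts and named genes were also computed without melan-a.

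The authors trimmed the reads with cutadapt, aligned them with STAR and quantified them with RSEM against GRCm38 and an Ensembl annotation. The deposited tables hold expected counts per gene, which RSEM estimates by sharing reads that match several transcripts or genes among them, so the values need not be whole numbers. The authors deposited 1 table per culture and did not normalise the expected counts between samples. The same deposited tables give an effective length per gene (the length available to fragments of the library's size), along with TPM and FPKM columns that were not used. The tables of melan-a and melan-12.6 hold 11 columns, and those of the remaining cultures hold 17, because credibility intervals are present only in the latter. Between 2888 and 3459 genes per sample had an expected count that was not whole. Such sharing can move counts between close paralogs or between a gene and its pseudogene, and genes with such counts are named as uncertain in the text.

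All tables listed the same 48795 genes. Symbols were found for 48349 of them (99.1%), and positions for 48435, in the GENCODE vM21 annotation of GRCm38, the same genome build the authors used but a later annotation release. Coordinates are 1-based gene starts and ends, and an expected count covers all annotated exons of the gene. The genes Cyr61 and Ctgf of the marker lists are called Ccn1 and Ccn2 in that annotation. Expected counts were rounded to whole numbers. Total expected counts per sample ran from 31859247 to 44595052, and the smallest level that 3 counts can show was 0.07 to 0.09 CPM (a gene's expected count scaled by the sample's total). Mean fragment length, taken as the median difference between length and effective length over genes longer than 2000 bases, was 143.4 bases in melan-a and 192.3 to 205.6 bases elsewhere.

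The design was fixed before the processed files were seen. The main test was the DESeq2 (version 1.42.0, R 4.3.3) Wald test with median-of-ratios size factors, group as the only term and all 6 samples, with Benjamini-Hochberg adjustment. The study's methods name this test and adjustment. Independent filtering and the Cook's distance filter were left at the package defaults. Among genes with a mean normalised count of at least 10, 182 received no p-value because 1 sample was an extreme count. A gene was counted as different when its adjusted p-value was below 0.05. Fold changes are P29S over wild type on the log2 scale, without shrinkage, and each is given with its standard error. Normalised counts are expected counts divided by the sample's size factor, and group values are means ± SD of 3 cultures.

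Panels of 22 SRF/MRTF target genes, 22 mesenchymal genes and 17 melanocytic genes were listed before the files were seen. The shift of a panel is the mean log2 fold change of its genes with a mean normalised count of at least 10. It was compared with 10000 random gene sets of the same size, drawn from the same 10 bins of mean expression. The p-value of this permutation over genes is the share of random sets as far from their own mean, and the smallest it can take is 0.0001. Genes of a panel are not independent replicates, so the mean of log2(normalised count + 1) over the panel was also computed per culture and compared by an exact permutation test, for which 0.1 is the smallest p-value that 3 against 3 cultures allow. Genes named in the text followed a rule fixed beforehand. Rac1, Trp53 and 14 marker genes were always named. To these were added the 5 highest and the 5 lowest fold changes among genes with an adjusted p-value below 0.05, a mean normalised count of at least 100, a symbol, and every P29S culture on the same side of every wild-type culture. Members of the marker panels are named in the closing section, and which of them are named there was chosen after their values had been seen.

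Alternatives were edgeR (version 4.0.16) quasi-likelihood tests with TMM factors and filterByExpr, DESeq2 with TMM-derived size factors, a filter of at least 10 counts in at least 3 samples, both DESeq2 post-fit filters off, offsets from the RSEM effective lengths, counts thinned to the smallest sample total, and leaving out each of the 6 cultures in turn. For panels, the median replaced the mean, and random sets were drawn without matching. The same settings were applied to a panel of 12 p53 target genes, a choice made after its main value had been seen. All 10 splits of the 6 samples into 3 and 3 were also fitted.

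The scripts were tested on simulated counts made from the real gene means and library sizes, with 200 genes changed by 2 on the log2 scale. With each gene's own dispersion, taken as its final DESeq2 estimate, DESeq2 recovered 76.5% of the changed genes, and the median absolute estimate was 2.03. However, 93 unchanged genes were also called (37.8% of the calls, 0.67% of unchanged expressed genes). The edgeR test recovered 43% with 2 false calls. With dispersions from the fitted trend, DESeq2 recovered 68.5% with 17 false calls. The first limits set for this test, a recovery above 80% with false calls under 10% of all calls, were failed by DESeq2 in both simulations. False calls by edgeR were under that limit. Its recovery, 60% with trend dispersions and 43% with each gene's own, was also below 80%. Effect sizes and directions were right, so the shortfall was put down to power and to the shrinkage of high dispersions. The limits were then changed, after those failures had been seen, to a median absolute estimate within 0.2 of the true value, more than 99% right directions and false calls under 1% of unchanged expressed genes. The final self-test passed only under these later limits. DESeq2 calls in these data thus include some genes whose dispersion was estimated too low, and edgeR counts are given beside them. In 100 random panels of 20 genes, 6% had a p-value below 0.05, and 100% did after a rise of 1 on the log2 scale. Those panels came from the same simulated genes as the random sets, so the first share is near the threshold by construction. Only 200 simulated genes differed, so the second share need not hold in the real data. Panel tests and figures were made in Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9. No enrichment over gene set collections was run, because none was in the files analysed here.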

Results

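Gene expression was compared between mouse melanocyte cultures with 1 Rac1 P29S allele at the endogenous locus and cultures with wild-type Rac1, 3 independent cultures in each group. The small GTPase RAC1 controls the actin cytoskeleton, and the study asked how the mutant, expressed at its natural level, changes transcription in melanocytes. Total expected counts were 44595052 in melan-a, 36260348 in melan-7 and 39021713 in melan-8 (wild type), and 31859247 in melan-9, 32396434 in melan-12.1 and 40529424 in melan-12.6 (P29S). Between 18975 and 20416 genes per culture had a count above 0. The 10 most abundant genes took 9.33%, 13.37% and 8.91% of the counts in the wild-type cultures and 6.2%, 7.62% and 7.25% in the P29S cultures. No pair of samples agreed within sampling noise, since the chi-square statistic per degree of freedom was at least 150.5 for every pair, and each culture was counted as 1 replicate.

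Cultures of the same group resembled each other more than cultures of different groups. Pearson correlations of log2(CPM + 1) across genes were 0.943 to 0.978 within the wild-type group, 0.925 to 0.957 within the P29S group and 0.79 to 0.891 between groups. These correlations are across genes, which are not independent replicates.

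Of 17113 genes with an adjusted p-value, 4686 (27.4%) differed between the groups in the DESeq2 Wald test, with 2404 higher and 2282 lower in P29S cultures. The median log2 fold change was 2.32 among the higher genes and -1.54 among the lower ones. In 94.5% of these genes the replicates did not overlap, with each P29S culture on the same side of all 3 wild-type cultures. The log2 fold change was above 2 for 1284 genes and below -2 for 885. The melan-a library had shorter fragments than the others (143.4 against 192.3 to 205.6 bases) and a different origin, and it belongs wholly to the wild-type group, so this batch cannot be separated from genotype within melan-a itself. Among the remaining 5 cultures, 2671 genes were higher and 2482 were lower, and 4127 of the original calls (88.1%) remained. The number of higher genes moved most with edgeR's quasi-likelihood test, which called 1406 higher and 1676 lower. The number of lower genes moved most in absolute difference without melan-7, to 2964, and most as a ratio with edgeR.

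The engineered loci were examined first. Rac1 (ENSMUSG00000001847; GRCm38 chromosome 5, 143503634 to 143528036) had 20255.1 ± 1442.2 normalised counts in wild-type and 17624.9 ± 2917.0 in P29S cultures (mean ± SD, n = 3 each). Its log2 fold change of -0.2 (standard error 0.23) did not differ from 0 (DESeq2 adjusted p = 0.58), and it was -0.07 (standard error 0.13) without melan-12.6. Trp53 (ENSMUSG00000059552; chromosome 11, 69580359 to 69591873) had 1872.4 normalised counts in melan-a, 146.6 in melan-7 and 220.4 in melan-8, and 219.6, 136.2 and 67.2 in melan-9, melan-12.1 and melan-12.6. The pooled log2 fold change was -2.41 (standard error 0.95, DESeq2 adjusted p = 0.042). That difference rested on melan-a. Without it the log2 fold change was -0.41 (standard error 0.62, adjusted p = 0.68).

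**Figure D1:**
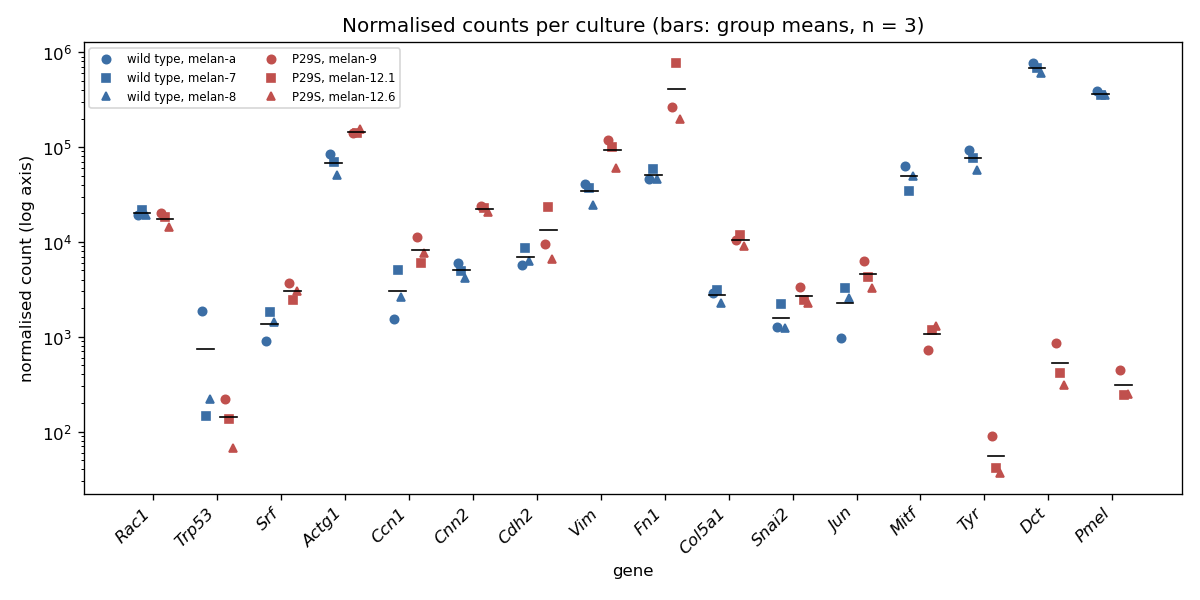
Normalised counts (vertical log axis) of 16 genes, with a point per culture (blue, wild type; red, P29S; n = 3 each) and a bar at each group mean. Dct fell from a mean of 684591.9 in wild-type to 529.8 in P29S cultures, whereas Rac1 means were 20255.1 and 17624.9.

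Serum response factor (SRF) and its cofactors, the myocardin-related transcription factors (MRTF), drive cytoskeletal genes in response to actin assembly, and the study asked whether their targets respond to the mutant. The panel of 22 targets was shifted by 1.85 on the log2 scale, against a mean of 0.07 and an SD of 0.41 in random gene sets, and the permutation over genes gave p = 0.0002. Of these genes, 17 were significantly higher and 1 was significantly lower, with log2 fold changes from -4.21 to 6.01. The panel mean per culture, in log2 normalised counts, was 10.52 ± 0.58 in wild-type and 12.66 ± 0.09 in P29S cultures (mean ± SD, n = 3 each; exact permutation p = 0.1, the smallest possible). Srf itself (ENSMUSG00000015605; chromosome 17, 46548329 to 46556175) rose from 1375.4 ± 456.8 to 3051.2 ± 634.0 normalised counts, a log2 fold change of 1.15 (standard error 0.37, adjusted p = 0.0096). Cnn2 (ENSMUSG00000004665; chromosome 10, 79988584 to 79996062), which encodes the actin-binding protein calponin 2, rose from 5051.4 ± 961.2 to 22476.5 ± 1730.0 (log2 fold change 2.15, standard error 0.25, adjusted p = 2.1e-16). Ccn1, also called Cyr61 (ENSMUSG00000028195; chromosome 3, 145646976 to 145649981), increased by 1.43 on the log2 scale (standard error 0.51, adjusted p = 0.023). Actg1 (ENSMUSG00000062825; chromosome 11, 120345690 to 120348542), the gene of gamma-actin, increased by 1.08 (standard error 0.28, adjusted p = 0.0011). Its expected counts were not whole in any of the 6 samples, so reads were shared with similar sequences and its level is uncertain. Leaving out melan-7 moved the panel shift most, to 2.26.

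Mesenchymal markers were compared next, since the study asked whether mutant cells take on a mesenchymal expression profile. The 22 genes were shifted by 3.08 (random sets 0.07, SD 0.40), farther than all 10000 random sets, for which the permutation over genes gives p = 0.0001, the smallest possible. The adjusted p-value was below 0.05 for 11 genes, all of them higher in P29S cultures. Genes that received no adjusted p-value also count toward the shift. Panel means, in log2 normalised counts, were 8.49, 9.79 and 9.3 in melan-a, melan-7 and melan-8 and 12.72, 11.64 and 11.93 in melan-9, melan-12.1 and melan-12.6. The group means differed by 2.9 (SD 0.66 in wild-type and 0.56 in P29S cultures, n = 3 each; exact permutation p = 0.1, again the floor). Fn1, the fibronectin gene (ENSMUSG00000026193; chromosome 1, 71585520 to 71653200), rose from 50434.7 ± 7720.7 to 412906.8 ± 312590.5 normalised counts (log2 fold change 3.03, standard error 0.55, adjusted p = 7.9e-07). The wide SD came from melan-12.1, which had 771779.2. Vim, the vimentin gene (ENSMUSG00000026728; chromosome 2, 13573927 to 13582826), increased by 1.46 (standard error 0.38, adjusted p = 0.001), and Col5a1 (ENSMUSG00000026837; chromosome 2, 27886425 to 28039514), a collagen gene, by 1.91 (standard error 0.25, adjusted p = 1.2e-12). Cdh2, which encodes N-cadherin (ENSMUSG00000024304; chromosome 18, 16588877 to 16809246), was not significantly different. It had 9422.9, 23572.3 and 6592.4 normalised counts in melan-9, melan-12.1 and melan-12.6 against 5756.2, 8670.8 and 6342.5 in melan-a, melan-7 and melan-8 (log2 fold change 0.93, standard error 0.53, adjusted p = 0.19), and the groups overlapped. The transcription factor genes Snai2 (ENSMUSG00000022676; chromosome 16, 14705852 to 14709385) and Jun (ENSMUSG00000052684; chromosome 4, 95049034 to 95052222) had log2 fold changes of 0.78 (standard error 0.37, adjusted p = 0.098) and 1.03 (standard error 0.52, adjusted p = 0.13). Neither passed the threshold. With the median in place of the mean, the panel shift was 1.88.

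Genes of the melanocyte lineage moved in the opposite direction and by far more. All 17 genes of the panel were lower in P29S cultures, 15 of them significantly, and the panel shift was -7.29 (random sets 0.02, SD 0.44; permutation over genes, p = 0.0001, the smallest possible). Panel means were 14.72 ± 0.15 in wild-type and 7.24 ± 0.55 in P29S cultures (log2 normalised counts, mean ± SD, n = 3 each; exact permutation p = 0.1). Mitf (ENSMUSG00000035158; chromosome 6, 97807052 to 98021349), the gene of the main melanocyte transcription factor, went from 49180.3 ± 14848.3 to 1074.1 ± 305.5 normalised counts (log2 fold change -5.52, standard error 0.38, adjusted p = 1.2e-44). The pigment genes Tyr, Dct and Pmel were nearly lost. Tyr (ENSMUSG00000004651; chromosome 7, 87424771 to 87493512) went from 76172.2 ± 17803.4 to 55.5 ± 29.5 normalised counts, with a log2 fold change of -10.43 (standard error 0.45, adjusted p = 5.8e-117). Dct (ENSMUSG00000022129; chromosome 14, 118012790 to 118052244) went from 684591.9 ± 78104.9 to 529.8 ± 298.1, with a log2 fold change of -10.34 (standard error 0.45, adjusted p = 6.8e-114). Pmel (ENSMUSG00000025359; chromosome 10, 128704195 to 128720238) went from 366728.1 ± 21809.3 to 311.1 ± 115.0, with a log2 fold change of -10.2 (standard error 0.34, adjusted p = 8.5e-199). Taking the median over the genes gave a panel shift of -8.19, the largest move among the alternatives.

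**Figure D2:**
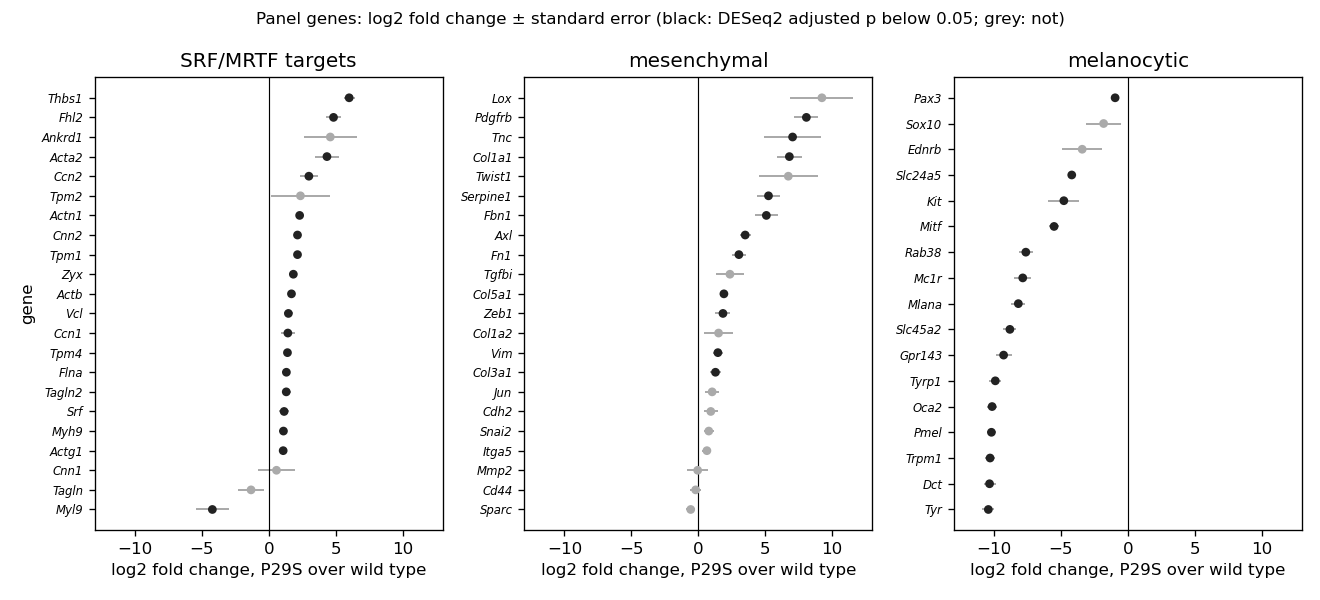
Log2 fold change of each panel gene, P29S over wild type (horizontal axis, bars of 1 standard error), for SRF/MRTF targets, mesenchymal genes and melanocytic genes; black points have a DESeq2 adjusted p-value below 0.05. The panel means were 1.85, 3.08 and -7.29, and all 17 melanocytic genes sit left of 0.

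The rule for extreme genes picked from 3428 genes. The highest fold changes belonged to Tbx20 (ENSMUSG00000031965; chromosome 9, 24718138 to 24774303; log2 fold change 13.16, standard error 2.32), Nos2 (ENSMUSG00000020826; chromosome 11, 78920787 to 78960254; 11.93, standard error 1.44), Ifi206 (ENSMUSG00000037849; chromosome 1, 173468485 to 173491041; 11.71, standard error 1.67), Nlrp2 (ENSMUSG00000035177; chromosome 7, 5298547 to 5351035; 11.71, standard error 1.38) and the transcribed pseudogene Gm8995 (ENSMUSG00000063286; chromosome 7, 106504239 to 106511671; 11.49, standard error 0.97). Adjusted p-values for these genes ran from 1e-29 for Gm8995 to 3.1e-07 for Tbx20. They were close to absent from wild-type cultures, at 0.0 to 3.6 normalised counts, and uneven among P29S cultures. Tbx20 had 6193.6 normalised counts in melan-9, 20.4 in melan-12.1 and 3016.9 in melan-12.6. Ifi206 and Gm8995 had expected counts that were not whole in 2 and 3 samples, and are uncertain. The lowest fold changes were those of the noncoding RNA gene Gm829 (ENSMUSG00000073860; chromosome 4, 45683589 to 45723338; -10.79, standard error 1.3), Hpgds (ENSMUSG00000029919; chromosome 6, 65117293 to 65144908; -10.54, standard error 1.65), Tyr, Kcnj13 (ENSMUSG00000079436; chromosome 1, 87386363 to 87394729; -10.42, standard error 0.79) and St6galnac3 (ENSMUSG00000052544; chromosome 3, 153198266 to 153725174; -10.39, standard error 1.15). No Gm829 count was detected in P29S cultures, where 3 counts would be at most 0.09 CPM. Hpgds had 3043.1 normalised counts in melan-a but 38.3 in melan-7 and 167.8 in melan-8, and its log2 fold change was -7.2 (standard error 1.44) without melan-a.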

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

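Of the 2 gene numbers, only that of genes higher in P29S cultures moved by more than 1.5 times under any setting. It was 2404 with DESeq2 and 1406 with edgeR's quasi-likelihood test, and the number of lower genes was 2282 and 1676. Both tests used the same counts. The edgeR test carries the uncertainty of each gene's dispersion into its p-value, which may cost calls among genes that vary between cultures. In simulated counts, 93 unchanged genes were called by DESeq2 and 2 by edgeR, so part of the gap may be false calls by the former, and part is lower power in the latter.

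Across the 6 fits that each left out 1 culture, the higher genes numbered 2113 to 3302 and the lower genes 2119 to 2964. The largest numbers came without melan-7. Of the wild-type cultures, melan-7 had the highest correlation with each P29S culture, but melan-8 had the lowest chi-square statistic against each. The SRF/MRTF, mesenchymal and melanocytic shifts kept their direction and a p-value below 0.05 in the permutation over genes in all settings, but not their size. The mesenchymal shift fell from 3.08 to 1.88 with the median, since a few genes with very large changes raise the mean. Among them, Lox (log2 fold change 9.23) and Twist1 (6.72) received no adjusted p-value. Lox had 13767.5 normalised counts in melan-12.6 but 146.4 in melan-9 and 85.1 in melan-12.1. Twist1 had 1603.6 in melan-9 but 54.5 in melan-12.1 and 28.4 in melan-12.6. The p53 target panel, refitted after its value had been seen, stayed between -0.6 and -0.38 and above that threshold.

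Among 33 named genes under 12 settings (396 values), none reversed, 378 stayed on the same side of the threshold, 13 were weaker and 5 were stronger. Ccn1, Trp53 and Tnc lost significance under several settings, Kit lost it with edgeR, and Srf without melan-9 (log2 fold change 1.0, adjusted p = 0.051). Cdh2, Snai2 and Jun passed the threshold only when certain cultures were left out. Leaving out melan-12.1 lowered the log2 fold change of Cdh2 from 0.93 to 0.22 (standard error 0.33, DESeq2 adjusted p = 0.68). With 3 cultures per group, such genes depend on single cultures. Unequal depth did not drive the numbers called, since thinning all samples to the smallest sample total gave 2465 higher and 2306 lower genes. Whether depth itself limited the numbers was not tested, because the smallest sample was left at its own depth.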

Other observations

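Possible technical sources of the difference between the groups were tested first. The tests for origin, sex and depth of the cultures and for admixed fibroblasts and keratinocytes were stated before the processed files arrived. So was the count of splits with as many called genes. Those for gene length, GC content and shared reads were stated after the files arrived but before their results were known. All remaining ones, including the other splits of the panels and the count composition, were stated after the relevant values had been seen. Only 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many as 4686 genes. The other 9 gave 1 to 110. For each panel shift, too, 1 of the 10 splits reached the real value. With 10 splits the share is never below 0.1, so chance cannot be excluded by this count alone.

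Without melan-a, 100% of the called genes (rounded) kept their direction, and 5153 genes were called, so neither its origin nor its library batch alone accounts for the difference. The kept direction is in part fixed in advance, because the same cultures selected the genes, and the 88.1% of calls that remained significant are the stricter figure. Thinning to one depth gave 4771 genes, and TMM-derived size factors gave 4703. The latter is a weak test of count composition, because both sets of factors were nearly alike (0.914 and 0.895 in melan-7). Across 14711 expressed genes, Spearman's rho of the log2 fold change was -0.01 with gene length and 0.04 with transcript GC content (known for 99.7% of these genes). Expected counts were whole in all samples for 84.5% of called genes, so reads shared between paralogs concern the minority. The lowest correlation within a group, 0.925, was above the highest between groups, 0.891, which gives no sign of a swapped sample.

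The cultures differed in sex. Xist, which is transcribed from the inactive X chromosome, had 28604.4 normalised counts in melan-a and 36829.7 in melan-7 but 16.3 in melan-8 and at most 34.9 in P29S cultures, whereas Y-linked genes were expressed in melan-8 and all P29S cultures. Sex was thus unbalanced. That 0 of the 5 sex-linked markers separated the groups decides nothing, because melan-8 shares its sex-linked expression with the P29S cultures. Xist itself was called lower in P29S cultures (log2 fold change -10.51, standard error 1.93, DESeq2 adjusted p = 9.8e-07). Against melan-8 alone, the wild-type culture with Y-linked expression, 100% of the called genes (rounded) kept their direction. That comparison reuses melan-8, which helped to select the genes, and has no wild-type replicate. Only 142 called genes lie on the X and 2 on the Y chromosome.

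The loss of melanocyte transcripts was the largest change and raises the question of what cells the P29S cultures contain. Admixed fibroblasts may raise mesenchymal genes. Of 9 fibroblast markers set beforehand for this test, 3 (Dcn, Prrx1 and Mfap5) were higher in every P29S culture than in every wild-type culture. That list left out 5 of the 14 genes of the fibroblast panel. Col1a1, Col1a2 and Col3a1 also belong to the mesenchymal panel whose shift was to be explained, and Col6a3 and Thy1 do not. Counted after their values had been seen, 5 of the 11 markers outside the mesenchymal panel were higher (Col6a3 and Thy1 among them), 5 of the 7 of these with a mean normalised count of at least 10, and 7 of all 14 (with Col1a1 and Col3a1). The result depends on the markers counted. Some did not rise: Fap was lower in P29S cultures (log2 fold change -2.73, standard error 0.91, DESeq2 adjusted p = 0.014). Col1a2 had 3351.3 normalised counts in melan-9, but 96.5 in melan-12.1 and 306.0 in melan-12.6 (306.3 to 577.5 in wild-type cultures). Apart from Prrx1, none of the 9 markers set beforehand exceeded 8.9 CPM, whereas Prrx1 and Col1a1 rose strongly. The markers thus disagree, and fibroblasts cannot be excluded. Col1a1 had 22782.8, 1422.3 and 13594.2 normalised counts in melan-9, melan-12.1 and melan-12.6 against 25.8 to 172.4 in wild-type cultures (log2 fold change 6.80, standard error 0.94, adjusted p = 2.2e-11; higher in 3 of 3). Prrx1 rose from 11.4 ± 13.2 to 16965.6 ± 9353.7 normalised counts (log2 fold change 10.55, standard error 0.90, adjusted p = 1.7e-29; higher in 3 of 3 P29S cultures). Of 12 keratinocyte markers, 2 (Trp63 and Col17a1) were higher in every P29S culture, and none exceeded 7.1 CPM, so feeder cells are an unlikely source. Cells that were never recombined would keep Trp53 transcripts. The highest Trp53 level in a P29S culture was 11.7% of that in melan-a, and it was as low in the recombined wild-type cultures. Likewise a Rac1 allele still silenced by its stop cassette would lower Rac1 by about 1 on the log2 scale, and the log2 fold change was -0.20. Both values are consistent with cells that went through Cre recombination, which the tyrosinase promoter restricts to melanocytes. Cells that lost Trp53 transcripts in some other way, or that compensate for a silent Rac1 allele, would escape these checks. A candidate explanation is dedifferentiation of recombined melanocytes. With 10 splits, their count alone could not exclude chance. The melanocytic shift was -7.29 in the real split and at most 1.07 in size in any other. This contrast cannot decide about random variation between cultures. Every other split puts cultures of both groups on each side, which by itself keeps the shift small. Melanocytic panel means were 14.55 to 14.83 in wild-type and 6.82 to 7.86 in P29S cultures, a wide gap against the spread within groups. The paper states that complete recombination of the Rac1 and Trp53 alleles was established before sequencing. Tyr, Tyrp1, Dct and Pmel were at 0.045% to 0.14% of their wild-type means in P29S cultures. Fibroblasts making up only part of a culture could not lower pigment genes so far. They would have to make up nearly all of it. For sex, only melan-8 allows a check, and its melanocytic mean was 14.83, but it is 1 culture. Because such overgrowth could not be excluded and sex was unbalanced, dedifferentiation remains a hypothesis. Whether Rac1 P29S or prolonged culture drove it was not tested here. The paper reports dedifferentiation after acute activation of an inducible mutant as well.

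The P29S cultures did not lose the lineage evenly. Sox10, a neural crest and melanocyte transcription factor gene, had 17030.5 normalised counts in melan-12.1 (80.5% of the wild-type mean) but 76.7 in melan-9 and 887.0 in melan-12.6. Kit was at 10.2% of the wild-type mean in melan-12.1 and below 0.5% in the other P29S cultures. Pax3 was kept at 44.9% to 54.9% in all P29S cultures. If wild-type cells had been mixed into melan-12.1, its pigment genes might be expected at a like share, but the highest of Tyr, Dct and Pmel was 0.07% of the wild-type mean. Tyrp1, a pigment gene outside that test, was at 0.14% in melan-12.1. The pattern suggests that melan-12.1 stopped at a different stage of the same loss, with no replicate to test it. Without melan-12.1, the log2 fold change of Sox10 was -5.45 (standard error 0.90, adjusted p = 3e-08) in place of -1.82 (standard error 1.28, adjusted p = 0.31). The names melan-12.1 and melan-12.6 could mean a shared animal, but their correlation across genes, 0.95, was below the 0.957 of melan-9 with melan-12.6, so expression gives no evidence that they are closer. It does not exclude one animal either.

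Trace counts may set a floor under the largest fold changes. In melan-9, Tyr, Tyrp1, Dct and Pmel were at 0.12% to 0.13% of their wild-type means (highest over lowest 1.08), and Xist was at 0.11% of its mean in melan-a and melan-7. In melan-12.1 and melan-12.6 the pigment genes were at 0.054% to 0.14% and 0.045% to 0.067%, but Xist was at 0.021% and 0.011%, so only melan-9 had one share for both. Reads carried over between libraries of one sequencing pool may leave such traces. Y-linked genes, which a culture without a Y chromosome cannot express, had 12 counts in melan-7, or 0.17% of the mean in the 4 cultures with Y-linked expression, and 0 counts in melan-a, whose fragment length sets it apart. Prrx1 had 24 counts in melan-7, 8 in melan-8 and 1 in melan-a. A few pigmented cells in the P29S cultures would give a common share of pigment transcripts as well, so the ratio of 1.08 cannot separate these sources, but they would not explain Y-linked counts in melan-7. Log2 fold changes near -10, such as that of Tyr, may be limits set by carry-over, although a single share of carried-over reads would not account for melan-12.1 and melan-12.6.

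Targets of p53 were compared because all cultures but melan-a had floxed Trp53. The 11 expressed genes of the panel of 12 were shifted by -0.47, within what random gene sets give (permutation over genes, p = 0.2255), with 3 significantly lower and 0 significantly higher. Without melan-a the shift was -0.49 (permutation over genes, p = 0.1973), a refit chosen after the main value had been seen. By culture, however, the panel mean was lower in every P29S culture (10.03 ± 0.21) than in every wild-type culture (10.50 ± 0.11; log2 normalised counts, mean ± SD, n = 3 each; exact permutation p = 0.1, the smallest possible). The panel mean did not follow Trp53 transcripts. Melan-a, which had the most of them, had the lowest wild-type mean (10.4, against 10.61 in melan-7 and 10.48 in melan-8). The paper states that recombination of Trp53 was complete in the cultures other than melan-a. Among these, the panel mean was 10.48 to 10.61 in wild-type and 9.82 to 10.23 in P29S cultures. As far as recombination was complete, that argues against a difference in p53 activity as the source of the lower mean.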
